A study of Canis lupus familiaris with 5 samples. Its data were reported in "Non-viral Induction of Transgene-free iPSCs from Somatic Fibroblasts of Multiple Mammalian Species" (2021).

How the data were processed

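There were 5 RNA libraries from cells of 1 adult dog, named K9 in the study. The labels gave 3 groups. The fibroblast group had 1 library, from skin cells at passage 1. The iNSLC group had 1 library at passage 2, from induced neural stem cell-like cells, the colony-forming cells that appeared after fibroblasts received episomal vectors carrying reprogramming factors. The iPSC group had 3 libraries, from induced pluripotent stem cell clones at passage 9 (clone 1) and passage 8 (clones 2 and 3). The labels give total RNA as the molecule and the study calls the method mRNA sequencing. RNA was extracted with a spin-column kit, and the selection of mRNA, the strandedness of the libraries and the read length are not given in the sources used here.

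The deposited values are raw counts of reads per gene, not normalized. Per the submitters' processing notes, the authors used Trim Galore 0.4.0, STAR 2.5.3a and featureCounts 1.5.2 with the dog genome build CanFam3.1. The order of these steps, the multi-mapping setting and the strand setting are not given in the sources used here. Each library had its own table of 32220 gene models with the coordinates of their exons, and a table of the whole series repeated the same counts, with 0 differing values in each library. No row stood for unassigned reads. Among counts from 1 to 10, even values made up 74.0% in the iNSLC library, 64.0% in the fibroblast library and between 59.6% and 61.6% in the iPSC libraries. Even values would prevail if both mates of a read pair were counted, so the number of independent fragments can be lower than the counts, and an alternative with halved counts was run. Reads from the episomal vectors, and from any mouse feeder cells taken along with the cultures, were not separated from those of the dog genes. The study used such feeder cells during induction, and whether they were removed before RNA extraction is not given in the sources used here.

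The files identified genes by Ensembl dog gene IDs (ENSCAFG numbers) and did not pair them with symbols. The table of dog gene names that was at hand belongs to another assembly (UU_Cfam_GSD_1.0) and has 43286 rows. It holds an Ensembl ID in 0 of these rows and so matched 0 of the 32220 IDs. For this reason no gene is named by a symbol here, and 27 gene lists fixed before the data were examined (pluripotency, neural, fibroblast and other markers) were not analysed. The rule fixed beforehand was to name the 10 genes with the largest difference of log2(CPM + 1) in each direction, among those with a symbol, an adjusted p under 0.05 and at least 10 CPM in the higher group, with all clones on the same side of the compared library. As no gene had a symbol, the first 2 IDs of the same ranking are given per direction. In place of the lists, groups were formed from what the files hold: chromosomes, the gene models of the mitochondrial genome, runs of neighbouring genes, genes detected in only part of the libraries, and genes by the level of the iNSLC library. These groups were chosen after the data were seen.

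Depth ranged from 11699186 counts in the iNSLC library to 34317091 in iPSC 3, so a floor of 3 counts lay between 0.0874 CPM and 0.256 CPM. Shares of a library are given with Clopper-Pearson intervals at 95%. Intervals and floors cover counting error only, as the reads carried no molecular identifiers. CPM values, counts relative to the library total, were scaled with TMM factors of 0.770 for the fibroblast library, 0.980 for the iNSLC library and 1.08 to 1.12 for the iPSC libraries.

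Differences of iPSCs from fibroblasts and from iNSLCs were tested with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3 (TMM, filterByExpr, Benjamini-Hochberg adjusted p under 0.05) in 1 fit of the 3 groups to all 5 libraries. It tested 17479 genes. The spread came from the 3 iPSC clones with 2 residual degrees of freedom, and the lone fibroblast and iNSLC libraries were assumed to vary like the clones. The clones came from the same dog, so p-values measure the spread between clones and not between animals. Passage went with group in every library. iNSLCs and fibroblasts had 1 library each, so their difference has no replicate check. The design fixed beforehand set no test for it, and one that takes its spread from the clones was left out. For that pair, genes with at least 10 CPM in the higher library and a ratio of at least 4 were counted, with libraries under 3 counts set to 3 counts. Intervals of single ratios come from an exact Poisson interval of the lower count. If both mates of a read pair were counted, these intervals and those of shares would be too narrow.

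The position of the iNSLC library was (iNSLC − fibroblast) / (iPSC − fibroblast) in log2 CPM with a prior count of 2, given as a percent, over genes called between iPSCs and fibroblasts with a fitted fold of at least 4. It is 0 at the fibroblast level and 100 at the mean iPSC level. Chromosomes were tested as 40 gene sets with camera in limma 3.58.1 (preset correlation 0.01), and again with an estimated correlation and with fry. Runs of at least 5 neighbouring tested genes called in the same direction were counted and compared with 1000 shuffles of the calls within chromosomes. The overlap of both comparisons was set against 10 simulated sets without effects that shared the iPSC libraries. The log2 ratios of iNSLCs and of iPSCs to fibroblasts were set against 10 such sets that shared the fibroblast library, a test added after the data were seen. Median shifts of chromosomes between clones used genes at 5 CPM or more, and their relation to gene density used permutation tests with 100000 resamples.

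The edgeR test, camera and the positions were tested on simulated counts with known changes, and the other steps were not. In each comparison, 100 genes were changed by a fold of 4 and 100 by a fold of 16. For iPSCs against fibroblasts (16178 genes tested), 31% and 90% of these were recovered, with 15 other genes called. For iPSCs against iNSLCs (16155 genes tested), the shares were 23% and 79%, with 11 others called. In both comparisons, the other genes made up a larger share of all calls than the adjusted p threshold aims at. Far more genes were called in the data, 4895 against fibroblasts and 1961 against iNSLCs. Whether the recovered shares hold with so many changed genes was not tested. A chromosome shifted in the simulation was called in both comparisons, with 0 of the others. Only 1 chromosome was shifted and smaller shifts were not tested. The simulation therefore does not show whether a gain or loss in part of the cells would be called. Simulated positions of 0, 50% and 100% came back as medians of 0, 49.7% and 98.5% for genes higher in iPSCs and as 9.21%, 51.8% and 98.4% for genes lower in iPSCs.

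Alternatives were other scalings (the size factors of DESeq2, upper quartile, library size only), other filters on low counts, the Wald test of DESeq2 1.42.0, limma-voom, only the groups compared, an adjusted p under 0.01, a test against a fold of 2, and the omission of each iPSC clone. Halved counts, the omission of mitochondrial genes, and the alternatives for positions, runs, chromosomes and mitochondrial genes were added after the data were seen.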

Results

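The transcriptomes of dog cells at 3 stages of reprogramming were compared: skin fibroblasts, the induced neural stem cell-like cells (iNSLCs) that formed primary colonies from them, and induced pluripotent stem cells (iPSCs) obtained by moving such colonies to an embryonic stem cell medium. The fibroblast library held 33280017 counts, the iNSLC library 11699186, and the iPSC libraries 29564180, 20021139 and 34317091. Genes with at least 1 count numbered 17722 in the fibroblasts, 17411 in the iNSLCs and between 19416 and 20853 in the iPSCs. The order differed for genes with at least 1 CPM. These were most numerous in the iNSLCs, at 13617, against 12050 in the fibroblasts and between 13202 and 13555 in the iPSCs. The 50 most abundant genes took 26.0% of the counts in the fibroblasts and 24.5% in the iNSLCs, and from 14.7% to 18.0% in the iPSCs. There was 1 library each of fibroblasts and iNSLCs, so their values carry no replicate error.

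The 3 iPSC clones resembled each other more than any other pair of libraries. Spearman's rho across genes, which are not independent replicates, was 0.949 to 0.976 between clones. It was 0.869 between iNSLCs and fibroblasts, 0.837 to 0.861 between iNSLCs and the iPSC clones, and 0.773 to 0.797 between fibroblasts and the iPSC clones. The iNSLC library lay between both ends of the series on this measure. Counts of the clones differed by more than sampling noise (chi-square per degree of freedom 108 to 152), and no library appeared to be deposited more than once. The first principal component held 62.8% of the variance and ordered the libraries as fibroblast, iNSLC and iPSC, and the next held 24.4% and set the iNSLC library apart from all others.

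The first comparison asked how the reprogrammed iPSCs differed from the fibroblasts they came from. Of 17479 genes tested, 2387 were higher and 2508 lower in iPSCs, together 4895 or 28.0%. Among them, 1821 were higher and 1848 lower by a fitted fold of at least 4, and 959 higher and 529 lower by at least 32. Fitted folds have no floor, so genes at low levels can reach large folds over 0 counts. For example, ENSCAFG00000038230 had a log2 fold change of 7.75 with 1.05 CPM in iPSCs and 0 in fibroblasts. The gene model ENSCAFG00000009059 (CanFam3.1 chromosome 27, 6756994 to 6787846) had 800 ± 331 CPM (SD, n = 3) in iPSCs and 0.195 CPM (5 counts) in fibroblasts. Its log2 fold change was 11.97 with a standard error of 1.06 (edgeR adjusted p = 0.00165), and the iNSLC library had 28.7 CPM. ENSCAFG00000005737 (chromosome 16, 24259480 to 24306309) had 652 ± 210 CPM (SD, n = 3) in iPSCs and 436 CPM in iNSLCs, against 2 counts in fibroblasts. The ratio of iPSCs to fibroblasts was 8344 with a counting interval from 2310 to 68897 (edgeR adjusted p = 0.00104). With the fibroblasts set to the floor of 3 counts, the ratio was 5563.5. In the other direction, ENSCAFG00000000874 (chromosome 1, 56400874 to 56427286) had 4800 CPM in fibroblasts and 0.819 ± 0.691 CPM (SD, n = 3) in iPSCs. Its log2 fold change was -12.58 with a standard error of 0.867 (edgeR adjusted p = 0.00105), while iNSLCs still had 3360 CPM. ENSCAFG00000006138 (chromosome 15, 31791505 to 31800707) fell from 4357 CPM in fibroblasts to 0.728 ± 0.380 CPM (SD, n = 3) in iPSCs, with a log2 fold change of -12.58, a standard error of 0.583 and an edgeR adjusted p of 0.000802. Its iNSLC level of 230 CPM was far lower than that of ENSCAFG00000000874.

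At least 10 CPM in every iPSC clone and fewer than 3 counts in the fibroblasts were found for 93 genes, of which 49 also had at least 10 CPM in the iNSLC library. The reverse, at least 10 CPM in fibroblasts and fewer than 3 counts in every clone, was found for 26 genes, of which 8 had at least 10 CPM in iNSLCs. All of these genes were called by edgeR. Without iPSC 3 the number of called genes was 2779. With library size as the only scaling, 68.1% of the called genes were higher in iPSCs instead of 48.8%. The median log2 fold change of all tested genes was 0.27 with TMM, 0.22 with the size factors of DESeq2, 0.47 with the upper quartile and 0.78 with library size only, so that small changes have to be read against this shift.

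Neighbouring genes changed together in a few regions. There were 6 runs of at least 5 neighbouring genes that were higher in iPSCs than in fibroblasts, holding 33 genes, where shuffled calls gave 0.749 on average and at most 4 (permutation p = 0.001, one-sided, the smallest that 1000 shuffles can give). There were 7 runs of lower genes, holding 36 genes, against 1.07 on average and at most 5 (permutation p = 0.001, one-sided). On chromosome 5, 6 neighbouring genes between 32548459 and 32711862 had a median log2 fold change of 4.31, with median levels of 1.23 CPM in fibroblasts, 32.6 CPM in iNSLCs and 33.4 CPM in iPSCs. On chromosome X, 6 genes between 76272606 and 76410605 had a median log2 fold change of 4.69, but the iNSLC level of 2.79 CPM was nearer the 1.17 CPM of fibroblasts than the 12.5 CPM of iPSCs. Among lower genes, 5 on chromosome 9 between 26100188 and 26199927 had a median log2 fold change of -6.91, with 103 CPM in fibroblasts, 44.1 CPM in iNSLCs and 10.5 CPM in iPSCs. Another 5 on chromosome 7 between 43447070 and 43533637 had a median of -7.11, with 76.1, 23.7 and 0.30 CPM in the same order. Fold changes and levels are medians taken separately over the genes of a run, and 1 model of the run on chromosome 9 overlaps a neighbour and can share its reads. These regions were picked after their values were seen. Runs of related neighbours can share reads, and the number of runs over both directions was 13 with all clones, 4 without iPSC 1, 48 without iPSC 2 and 1 without iPSC 3.

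No chromosome was called as a set between iPSCs and fibroblasts. Of 40 chromosome sets, camera called 0, with 0 at an unadjusted p under 0.05 and a smallest adjusted p of 0.919, and fry and camera with an estimated correlation also called 0. The largest deviations of a nuclear chromosome's median from that of all genes were -0.51 for chromosome 23 and 0.30 for chromosome 34 on the log2 scale. On chromosome X, 130 of 710 tested genes were called higher and 85 lower.

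The next comparison asked how iPSCs differed from the iNSLC stage. Fewer genes were called than against fibroblasts: 613 were higher and 1348 lower in iPSCs, together 1961 or 11.2% of 17479. By a fitted fold of at least 4, again without a floor, 449 were higher and 1151 lower, and by at least 32, 112 were higher and 408 lower. ENSCAFG00000016930 (chromosome 8, 47537364 to 47545644) had 222 ± 141 CPM (SD, n = 3) in iPSCs, 4 counts in iNSLCs and 0 in fibroblasts. Its log2 fold change against iNSLCs was 9.29 with a standard error of 1.20 (edgeR adjusted p = 0.0112). ENSCAFG00000015652 (chromosome X, 42028711 to 42029412), a model of 1 exon, had 167 ± 137 CPM (SD, n = 3) in iPSCs against 2 counts in iNSLCs. The ratio was 956 with a counting interval from 265 to 7894 (edgeR adjusted p = 0.0198), and the fibroblasts had 4 counts. With iNSLCs set to the floor of 3 counts, the ratio was 638. Of the lower genes, ENSCAFG00000014812 (chromosome 36, 30487822 to 30526563) was at 32265 CPM in iNSLCs, close to the 32982 CPM of fibroblasts, and at 14.1 ± 8.77 CPM (SD, n = 3) in iPSCs. Its log2 fold change was -11.16 with a standard error of 0.731 (edgeR adjusted p = 0.00188). ENSCAFG00000000874, already among the lower genes against fibroblasts, had a log2 fold change of -12.07 against iNSLCs (edgeR adjusted p = 0.00233). Without iPSC 3 the edgeR adjusted p of these 4 genes lay between 0.0635 and 0.0904, while their log2 fold changes were 9.46, 10.13, -11.00 and -11.70 in the order given, and with limma-voom that of ENSCAFG00000015652 was 0.101.

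At least 10 CPM in every iPSC clone with fewer than 3 counts in iNSLCs was found for 9 genes, 8 of them called. The reverse was found for 23 genes, all called, and 8 of these also had at least 10 CPM in fibroblasts. Another 3 runs of at least 5 neighbouring genes were lower in iPSCs than in iNSLCs, against 0.042 on average and at most 2 in shuffled calls (permutation p = 0.001, one-sided), and 0 runs were higher. In the run on chromosome 18 (46206173 to 46334973) 5 genes had a median log2 fold change of -4.80, with 27.2 CPM in iNSLCs, 0.953 CPM in iPSCs and 0.0390 CPM in fibroblasts, so this group stood out in the iNSLC library alone. The number of runs was 1 without iPSC 1, 16 without iPSC 2 and 0 without iPSC 3. The number of genes called depended on the clones and on the test. Without iPSC 3 edgeR called 0 genes, with 4863 at an unadjusted p under 0.05 and a smallest adjusted p of 0.0585, while DESeq2 called 2422 and limma-voom 406 on the same libraries. Without iPSC 1 the numbers were 1425, 1921 and 1570 in the order edgeR, DESeq2 and limma-voom, and without iPSC 2 they were 4159, 3189 and 3941. DESeq2 thus called fewest without iPSC 1. The spread between clones did not order the edgeR numbers, as its coefficient was 41.8% without iPSC 3 and 46.7% without iPSC 1. The prior degrees of freedom, the weight edgeR gives to the spread shared over genes, did follow their order. They were 2.46 without iPSC 3, 8.54 without iPSC 1 and infinite without iPSC 2. The 0 without iPSC 3 is thus no sign that the difference from iNSLCs rests on that clone. The share of called genes that were higher in iPSCs, 31.3% in the main test, was not stable. It was 44.4% with DESeq2, 20.4% without iPSC 1, 16.4% with limma-voom and 4.94% at an adjusted p under 0.01. Lower genes prevailed in each of these. With library size as the only scaling, the share was 41.7%, and the median log2 fold change of all genes moved from 0.20 to 0.36. The size factors of DESeq2 and the upper quartile gave 0.11 and 0.20.

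**Figure D1:**
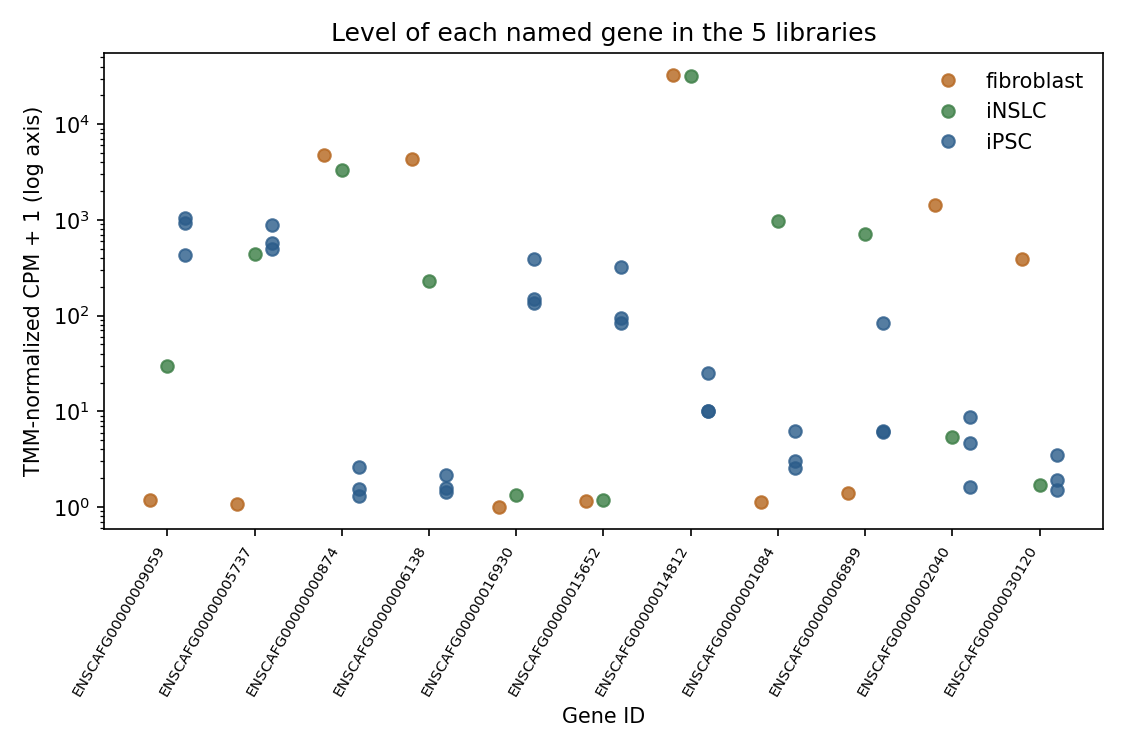
Levels of the named gene IDs in the 5 libraries, as TMM-normalized CPM plus 1 on a log axis, with 1 point per library (fibroblast, iNSLC and 3 iPSC clones). ENSCAFG00000014812 lies at 32982 CPM in fibroblasts and 32265 CPM in iNSLCs, and at 24.2, 9.08 and 9.02 CPM in the iPSC clones (mean 14.1 CPM).

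Mitochondrial transcripts took a smaller share of the counts in iNSLCs than in any other library. The share was 2.48% (Clopper-Pearson interval 2.47 to 2.49%) in iNSLCs and 4.33% (4.32 to 4.33%) in fibroblasts. It was 6.05%, 9.99% and 6.79% in the iPSC clones, a mean of 7.61 ± 2.10% (SD, n = 3). Of the 37 gene models of the mitochondrial genome, 15 were at least 200 bp long and 22 were shorter than 80 bp. Among the 15 longer models, 13 were higher in every iPSC clone than in iNSLCs, and the median log2 fold change was 1.69, ranging from 0.04 to 2.43. Adjusted over all genes, 3 of these were called by edgeR, and 9 when adjusted over these 15 alone. The 3 lie at positions 7803 to 8006, 10201 to 11578 and 14183 to 15322, and are given after their values were seen. The first overlaps the next model and the second the model before it, so they can share reads. As a set of 24 tested models, the mitochondrial genome was the only chromosome called between iPSCs and iNSLCs (camera adjusted p = 0.000772, higher in iPSCs, median log2 fold change 1.46 above that of all genes). The call was lost with an estimated correlation (adjusted p = 0.986), the estimated correlation of these genes being 0.727. The fry test, which asks whether the genes of a set move one way without comparing them with other genes, called chromosomes 26 and 31 (adjusted p = 0.0415 for each), both towards lower levels in iPSCs. Their median log2 fold changes were 0.12 and 0.00, so the direction was not seen in the medians, and fry did not call the mitochondrial genome (adjusted p = 0.307). Against fibroblasts, 8 of the 15 longer models were higher in every clone, 1 was called, at 14183 to 15322 (0 when adjusted over these 15 alone), and the median log2 fold change was 0.71, where that of all genes was 0.27. With library size as the only scaling this median was 1.23 and that of all genes 0.78.

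The remaining comparison, of iNSLCs with fibroblasts, asked what had changed at the first stage. It rests on 1 library each, has no replicate check and was not tested. Of 10237 genes with at least 10 CPM in either library, 814 were at least 4-fold higher and 582 at least 4-fold lower in iNSLCs. By at least 32-fold, 350 were higher and 54 lower. With library size as the only scaling, 70.3% of the genes apart by 4-fold were higher in iNSLCs instead of 58.3%. The balance turned with the threshold, with 284 higher and 362 lower at a minimum of 50 CPM, and 1430 higher and 2142 lower at a fold of 2. ENSCAFG00000001084 (chromosome 11, 23602448 to 23606671) had 972 CPM in iNSLCs and 3 counts in fibroblasts, a ratio of 8298 with a counting interval from 2839 to 40237. It had 2.92 ± 1.95 CPM (SD, n = 3) in iPSCs. ENSCAFG00000006899 (chromosome 29, 5203005 to 5204392) had 719 CPM in iNSLCs and 0.390 CPM in fibroblasts. In the iPSC clones it had 5.16, 82.9 and 5.11 CPM. ENSCAFG00000002040 (chromosome 14, 19399825 to 19403996) had 1445 CPM in fibroblasts and 4.36 CPM in iNSLCs, close to the 3.96 ± 3.52 CPM (SD, n = 3) of iPSCs. ENSCAFG00000030120 (chromosome 30, 38465583 to 38498154) had 390 CPM in fibroblasts and 0.698 CPM in iNSLCs, and 1.32 ± 1.07 CPM (SD, n = 3) in iPSCs.

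Genes that differed between iNSLCs and fibroblasts were compared with the calls between iPSCs and fibroblasts. Of the 814 higher genes, 477 were called higher and 32 lower in iPSCs against fibroblasts. Of the 582 lower genes, 464 were called lower and 4 higher in iPSCs. Independent lists of these sizes would share 99.1 and 119 genes. The comparisons share the fibroblast library, whose chance deviations move both the same way. The covariance of the log2 ratios across genes was 6.55 times the 0.459 that 10 simulated sets with no effect and a shared fibroblast library gave on average. The correlation was 0.634, little above the 0.590 of the simulations, so sharing alone brings a high correlation, and how many of the shared genes come from it was not measured. A further group of 222 genes was highest in iNSLCs, at least 4-fold above fibroblasts and above the iPSC mean and called lower in iPSCs by edgeR. Of these, 173 had fewer than 10 CPM in both other groups and 38 had fewer than 3 counts in fibroblasts. Without iPSC 3 the group was empty, as no gene was then called against iNSLCs. The opposite group, lowest in iNSLCs, had 31 genes.

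Genes called between iPSCs and fibroblasts by a fold of at least 4 were placed on a log2 scale from 0 (fibroblast level) to 100% (mean iPSC level) by their level in iNSLCs. For the 1821 genes higher in iPSCs, the median position of the iNSLC library was 66.9% (66.9, 66.8 and 66.5% against each clone alone, SD 0.172). The interquartile range of these genes was 34.4 to 94.0%. For the 1848 genes lower in iPSCs, the median was 38.9% (41.2, 38.3 and 37.2% against each clone, SD 2.07), with an interquartile range from 16.3 to 63.5%. The order of these medians depends on the scale. In CPM without log2, a choice made after the data were seen, it turned to 32.1% for the higher and 68.9% for the lower genes. For a level between both ends, leaving out log2 always lowers the position of a rising gene and raises that of a falling gene. The turn is thus partly set by the scale and is no separate check. As the order rests on the scale chosen, neither group can be said to be nearer to its iPSC level in iNSLCs. Positions under 25% were held by 19.9% of the higher and 35.1% of the lower genes, and positions over 75% by 42.7% and 16.9%. These shares include genes outside the range between both ends. Of the 777 higher and 312 lower genes over 75%, 374 and 147 lay over 100%, beyond the mean iPSC level. Beyond the fibroblast level, under 0, were 226 higher and 251 lower genes. In 227 of the higher and 0 of the lower genes, both fibroblasts and iNSLCs had fewer than 3 counts. Such genes have little signal in iNSLCs to place them, and they are part of the median and shares given. With 1 iNSLC library, the error of these positions between iNSLC cultures is not known.

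**Figure D2:**
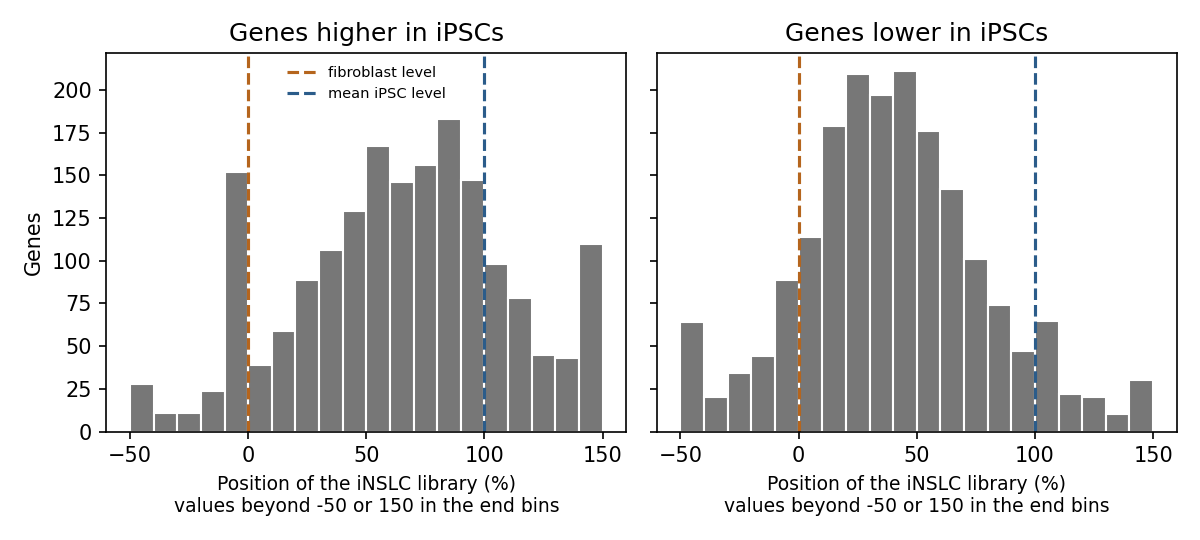
Histograms of the position of the iNSLC library in percent on the log2 scale (x axis, 0 at the fibroblast level and 100 at the mean iPSC level) over the 1821 genes higher and the 1848 genes lower in iPSCs, with the number of genes on the y axis. The median is 66.9% for the higher and 38.9% for the lower genes.

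The calls of both tested comparisons overlapped. Of the 613 genes higher in iPSCs than in iNSLCs, 435 (71.0%) were also higher than in fibroblasts, and of the 1348 lower genes, 896 (66.5%) were also lower. Independent lists of these sizes would share 83.7 and 193 genes, and simulated libraries with no effect that shared the iPSC clones gave 0 and 0.1 on average over 10 simulations. Almost no gene is called without effects, so these last values do not measure what sharing adds. Opposite calls were made for 60 genes. The log2 fold changes had a correlation across genes of 0.528 (0.205 in the simulations) and a covariance of 4.46 (0.210 in the simulations). Sharing the clones without effects thus brought a covariance of 0.210, against 4.46 in the data. The clones were not split between the comparisons, so how many of the shared calls come from sharing them was not measured.

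The iPSC clones differed from each other with a biological coefficient of variation of 42.5%. Of 9058 genes with a mean of at least 10 CPM in iPSCs, 7242 lay within a fold of 2 over all clones. The coefficient was 31.7% without iPSC 2, 46.7% without iPSC 1 and 41.8% without iPSC 3. Part of the difference between clones followed chromosomes. Relative to the other clones, the median shift of a nuclear chromosome ranged from -0.16 (chromosome 20) to 0.28 (chromosome 19) on the log2 scale in iPSC 1, from -0.07 (chromosome 17) to 0.13 (chromosome 28) in iPSC 2, and from -0.28 (chromosome 19) to 0.22 (chromosome 18) in iPSC 3. Over 39 chromosomes, the shift and the number of gene models per Mb had a Spearman's rho of -0.724 in iPSC 1, -0.407 in iPSC 2 and 0.807 in iPSC 3 (permutation tests, two-sided, 3 relations, p = 1e-05, 0.011 and 1e-05, adjusted p = 1.5e-05, 0.011 and 1.5e-05). The smallest p that 100000 resamples can give is 1e-05. Pearson's r was -0.757, -0.381 and 0.780 (permutation p = 1e-05, 0.017 and 1e-05), and -0.725, -0.377 and 0.793 without chromosomes 9 and 20, the farthest from the median density. The 3 relations are not independent, as each clone was compared with the others. The median log2 fold changes of chromosomes between groups had a rho with gene density of 0.127 for iPSCs against fibroblasts and 0.0755 for iPSCs against iNSLCs.

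**Figure D3:**
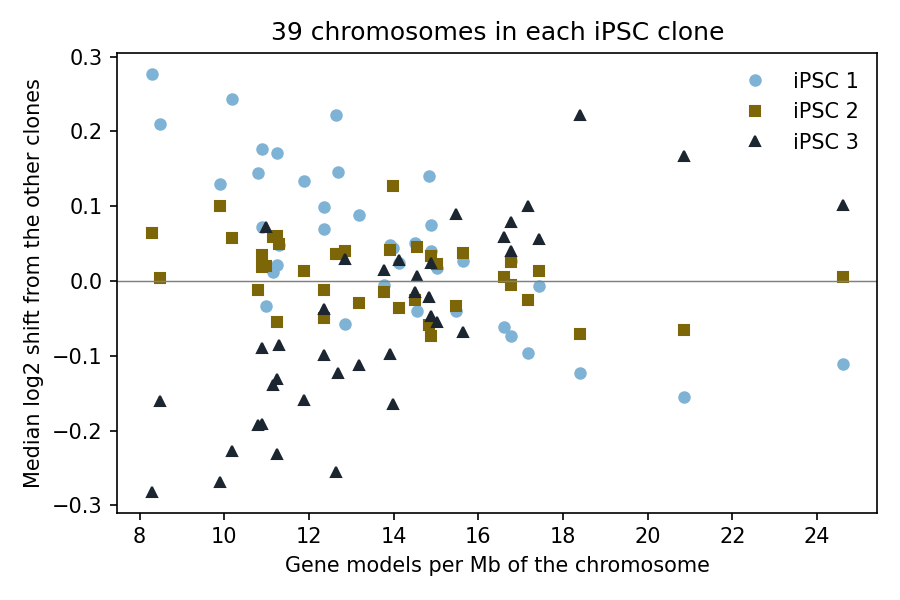
Median log2 shift of each of 39 chromosomes in an iPSC clone from the other clones (y axis) against its number of gene models per Mb (x axis), with 1 symbol per clone. Shifts rise with gene density in iPSC 3 (rho 0.807) and decline in iPSC 1 (rho -0.724).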

Values the study reported

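For the dog cells, the study reported that transfected fibroblasts formed no colony when the embryonic stem cell medium was used for induction (n = 3). With the other medium it obtained 0 to 2 colonies from 1000000 transfected fibroblasts (n = 6). In chromosome counts of the dog iPSC clones, 56% of cells in clones 1 and 2 and 64% in clone 3 had the euploid number of 78.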

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

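The alternatives for positions, runs, chromosomes, mitochondrial genes and genes highest in iNSLCs were chosen after the data were seen, as were halved counts and the omission of mitochondrial genes. No paired analysis was possible because the fibroblast and iNSLC groups had 1 library each and shared at most 1 replicate number with the iPSCs. The tests of the 27 gene lists were not run, as the gene IDs had no symbols. Unless stated, the cause of a change was not tested. No gene named in the tested comparisons changed direction, and those named between iNSLCs and fibroblasts were not run under alternatives. The balance of higher and lower genes turned from mostly lower to mostly higher in iPSCs against fibroblasts with the upper quartile (2790 and 2225), library size only (3861 and 1810), a filter of 1 CPM (2378 and 2176), DESeq2 (2956 and 2703) and without iPSC 2 (3636 and 3270). It turned to mostly lower in iNSLCs against fibroblasts at 50 CPM (284 and 362) and at a fold of 2 (1430 and 2142). For the gene IDs named in the tested comparisons, 59 of 64 alternative values kept direction and significance and 5 lost the threshold: against iNSLCs, all named genes without iPSC 3, and ENSCAFG00000015652 with limma-voom (adjusted p = 0.101). Their adjusted p ranged from 2.24e-100 to 0.101 over all alternatives.

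Leaving out each clone in turn left 1 residual degree of freedom. Genes called ranged from 2779 to 6906 against fibroblasts (sharing 2713 and 4837 genes with the 4895) and from 0 to 4159 against iNSLCs, runs of neighbours from 1 to 48 and from 0 to 16, and genes highest in iNSLCs from 0 to 304. The median positions ranged from 63.8 to 72.2% for genes higher and from 34.7 to 35.9% for genes lower in iPSCs, the second range lying below the value with all clones. An adjusted p under 0.01 left 1726 genes against fibroblasts and 324 against iNSLCs, and a test against a fold of 2 left 2938 and 899. Of the 324 genes, 16 were higher and 308 lower in iPSCs. Against iNSLCs, 279 were higher and 1422 lower with limma-voom, and 1560 and 1954 with DESeq2. DESeq2 called 3514 genes against iNSLCs, 1941 of them among the 1961. Library size as the only scaling gave 27 runs against fibroblasts, a median log2 fold change of mitochondrial genes of 1.23 against fibroblasts (all genes 0.78), and positions of 58.6% and 32.7%. Camera with an estimated correlation called 0 chromosomes against iNSLCs, and fry called 2. A prior count of 0.5 or 5 gave a position of 69.6% or 64.0% for the higher genes. A fold of 2 gave 57.9% and 44.2%, and a fold of 16 gave 75.0% and 29.7%. In CPM without log2 the positions were 32.1% and 68.9%, which turned their order. Between iNSLCs and fibroblasts, a minimum of 1 CPM gave 2957 genes, one of 50 CPM 646, and a fold of 2 gave 3572. The same minimums gave 393 and 95 genes highest in iNSLCs. In all, 60 values of counts, medians and positions stayed within 1.5 times the reported count or within the spread between clones, and 40 did not.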

Other observations

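All tests in this part were chosen after the values they measure had been seen. Many abundant fibroblast transcripts that were far lower in iPSCs were still present in iNSLCs. At 100 CPM or more in fibroblasts and at least 32-fold above every iPSC clone were 146 genes, and the median level in iNSLCs was 28.8% of that in fibroblasts. The middle 90% of these genes ran from 2.41% to 120% of the fibroblast level, and 13 genes were higher in iNSLCs than in fibroblasts. Of the 50 most abundant genes of the iNSLC library, 28 were among the 50 of the fibroblasts, and 21 to 23 among those of an iPSC clone.

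Fibroblasts carried over into the iNSLC culture are a candidate source of these transcripts. Unchanged fibroblasts at the levels of the sequenced library would bring all of them in 1 proportion. Against this, 17.8% of the 146 genes (26 genes) had an upper 95% limit below 0.25 of the median ratio, and 16 had a limit below 5% of the fibroblast level. The lowest, ENSCAFG00000030120, was at 0.179% with an upper limit of 0.352%, in a gene with 390 CPM in fibroblasts. Within counting error, unchanged fibroblasts at the levels of the sequenced library are thus argued against as the only source. The limits do not cover the variation between fibroblast cultures, which is not known. Between iPSC clones the biological coefficient of variation was 42.5%. Fibroblasts whose levels differed from those of the sequenced library stay open and were not tested. The same holds for fibroblasts that had altered part of their program, or iNSLCs that kept part of it. Mouse feeder cells, whose reads were not separated from those of the dog genes, also stay open as a source and were not tested.

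The share of mitochondrial counts was lower in iNSLCs than in the iPSC clones, and the lowest clone exceeded iNSLCs by a ratio of 2.44, where the highest clone exceeded the lowest by 1.65. A change in a few mitochondrial genes is argued against, as 13 of the 15 longer models were higher in every clone; the exceptions, at positions 70 to 1023 and 1091 to 2670, had log2 fold changes of 0.16 and 0.04. Reads taken by abundant nuclear genes could lower the share, and 114 nuclear genes among the 50 most abundant of any library took 28.3% of the counts in iNSLCs and 12.2 to 14.8% in iPSCs. Without them the ratio was 2.02, still above the 1.63 between clones. In fibroblasts the same genes took 28.0% of the counts. The mitochondrial share of the remaining counts was 6.01% there and 3.46% in iNSLCs, with 1 library each. The yield of mitochondrial RNA in the single iNSLC library and a difference between the cell types cannot be told apart with 1 library.

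Shifts of whole chromosomes between iPSC clones followed a trend with gene density in iPSC 1 (rho -0.724) and iPSC 3 (rho 0.807). The trend was weaker in iPSC 2 (rho -0.407). After removal of the trend, the farthest chromosome lay 2.83 robust SDs from the others (chromosome 31 in iPSC 3), and 0 lay beyond 3. If levels follow the number of copies, a gain would reach 3 robust SDs only in 32.5%, 17.6% or 33.0% of the cells of iPSC 1, 2 or 3, and a loss in 28.0%, 16.2% or 28.3%. A gain or loss of 1 chromosome in part of the cells therefore stays open as a source of these shifts. The study's chromosome counts, given above, show that part of the cells of every clone did not have the euploid number. Whether those cells add to the shifts was not tested. Each clone was compared with the other clones, so a change shared by all of them would not show. What sets the trend, such as RNA quality, library preparation or the state of the clones, was not tested.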
